A study of Saccharomyces cerevisiae with 222 samples. Its data were reported in "Unscheduled DNA replication in G1 causes genome instability and damage signatures indicative of replication collisions" (2022).

How the data were processed

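Cells of 3 strains (control, CDK bypass and CDK/DDK bypass) were induced for 3 h in G1 and then labeled in S phase for 90 min with EdU (100 µM) while HU (200 mM) slowed their forks, and EdU-labeled DNA was pulled down through biotin and sequenced, in 2 replicates per group. According to the study's methods, the authors aligned paired-end reads to the sacCer3 genome with bwa and called peaks with MACS2 for every sample on its own, with the total DNA of the same sample as background. The authors stated a q-value limit of 0.1 and otherwise default settings. Replicates were not pooled.

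The deposited lists, 1 per sample, give for each peak summit its position and a score, which MACS2 writes as −log10 of the q-value. No summit had a score below 1.31, where a q-value of 0.1 would be 1 and a q-value of 0.05 would be 1.30, so the lists are at least as strict as stated. Scores rise with depth and with the balance of EdU-labeled to total DNA, so they were used only within a list, to rank or filter summits or as the median of a set. Exceptions, chosen after the results were seen, are the highest scores per list at the named regions called in all 6 lists, in the rDNA and outside it. The lists hold no read counts. The methods state only an approximate read number common to all samples, so the depth of each single sample is unknown here, and no interval for counting error could be given.

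Chromosomes are numbered 1 to 16 in the lists, with mitochondrial DNA listed apart. The reference was the R64 assembly, the sequence also known as sacCer3, with its annotation (R64-5-1). No summit lay beyond the end of its chromosome in that reference. Positions are given counted from 1. The 352 ARS features of the nuclear chromosomes served as annotated origins. The ARS consensus was searched as the exact pattern WTTTAYRTTTW on both strands of a feature.

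All main comparisons used nuclear summits. For summits per sample, group means were compared by an exact two-sided permutation test over the 6 assignments of 4 samples to groups. For concordance, each summit was widened by 5 kb on both sides, as in the study, and the percent of summits of both lists with an overlapping window (at least 1 bp) in the other list was taken for each pair and averaged over the 4 pairs between 2 groups. The chance level came from 1000 circular rotations, in which each chromosome of 1 list was shifted by a random distance. Within-group minus between-group concordance was tested by an exact one-sided permutation over the 3 ways to pair 4 samples, or the 15 ways to pair 6. Regions were the merged windows of all 6 lists, and a region counted as called in a list if it held a summit of that list. Counts of group-specific regions were compared with those of the 2 other splits of the same samples. Rank correlations used the highest score per region over regions called in both lists. The percent of summits near an origin was the share with an ARS within 2.5 kb, tested as the summit numbers were, and each list was set against 1000 rotations of itself. P-values within each family of tests were adjusted by the Benjamini-Hochberg method.

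Regions were named by a rule fixed before the data were examined. They were the 3 regions called in all 6 lists with the highest mean score percentile among a list's nuclear summits, and the regions called in both control lists and no bypass list, or in all 4 bypass lists and no control list, limited to the top 3 by percentile where there were more.

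The alternatives, also fixed beforehand, were summits with a score of at least 2, equal list lengths (the 318 best summits of each list), 1 summit per 5 kb, mitochondrial DNA included, windows of 1 kb or 2.5 kb on each side, an overlap of at least 50% of the window, ARS distances of 1 kb and 5 kb, same-numbered replicates only, and leaving out each sample in turn. One more, leaving out chromosome 12 from 200 to 450 kb, was chosen after the data were seen, as was the split of summit counts by this segment. Windows of 2.5 kb and an overlap of 50% of the 5 kb windows are the same criterion by construction.

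Overlaps were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and were checked against bedtools 2.31.1 (intersect and merge), which gave equal overlaps and the same number of regions. The functions were also tested on simulated lists with a known share of common sites. The other 216 samples of the series, among them the total DNA samples, were not analysed here.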

Results

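The data describe where DNA was synthesised in early S phase in budding yeast cells that had, or had not, undergone unscheduled replication in G1. All cells were arrested with α-factor and exposed to galactose for 3 h. They were then released into fresh medium with 100 µM EdU, a thymidine analog that is built into new DNA, and 200 mM hydroxyurea (HU), which slows forks shortly after origins fire, for 90 min. EdU-labeled DNA was purified and sequenced together with total DNA of the same culture. The 6 samples analysed fell into 3 groups of 2 replicates. Control cells carried no bypass. In CDK bypass cells, replication in G1 was made possible by bypassing the requirement for cyclin-dependent kinase. In CDK/DDK bypass cells, the requirement for the Dbf4-dependent kinase was bypassed as well. The question was whether origin usage in S phase changed after G1 replication. The other 216 samples of the series were not analysed here.

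For each sample the authors' list gave peak summits, the single positions of highest EdU enrichment within each called peak, with a score on the −log10 q-value scale. The 6 lists held 2434 summits in total, of which 2235 lay on the 16 nuclear chromosomes. The lowest score in any list was 1.31 and the highest was 8330.19. The lists carry no read numbers, so the exact sequencing depth behind each list is unknown, and a position missing from a list is a missing call, not a missing signal. No 2 lists shared an entry with equal position and score.

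Control lists held 355 ± 52.3 nuclear summits (mean ± SD, n = 2), with 318 in replicate 1 and 392 in replicate 2. CDK bypass lists held 407 ± 28.3, with 387 and 427. CDK/DDK bypass lists held 355.5 ± 34.6, with 331 and 380. The CDK bypass mean was 52 summits above control (exact two-sided permutation test, p = 0.667). CDK/DDK bypass was 0.5 summits above control (exact permutation p = 1) and differed from CDK bypass by -51.5 summits (exact permutation p = 0.333). Each of these 3 tests had an adjusted p of 1 after Benjamini-Hochberg correction. Leaving out 1 sample at a time moved the difference of CDK/DDK bypass from control between -36.5 and 37.5, so it has no settled direction. With 2 samples against 2, the smallest p this test can give is 0.333, so no difference in list length could pass 0.05. Leaving out the part of chromosome 12 from 200 to 450 kb moved both CDK/DDK bypass differences most, to -94 from control and to -145 from CDK bypass. The difference of CDK bypass from control moved most when 1 control replicate was left out, to 15 or 89, and was 26 with 1 summit per 5 kb.

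The CDK/DDK bypass lists differed from the others in where the summits lay. Within 200 to 450 kb of chromosome 12, control lists held 7 and 10 summits and CDK bypass lists held 8 and 11. CDK/DDK bypass lists held 108 and 98 there. Outside this segment, nuclear summits numbered 346.5 ± 50.2 in control, 397.5 ± 26.2 in CDK bypass and 252.5 ± 41.7 in CDK/DDK bypass (n = 2 each). Both CDK/DDK bypass lists, with 223 and 282 summits, were shorter than both control lists, with 311 and 382. Summits on mitochondrial DNA, which were left out of the main comparisons, numbered 25 ± 4.24 in control, 6 ± 2.83 in CDK bypass and 68.5 ± 2.12 in CDK/DDK bypass.

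**Figure D1:**
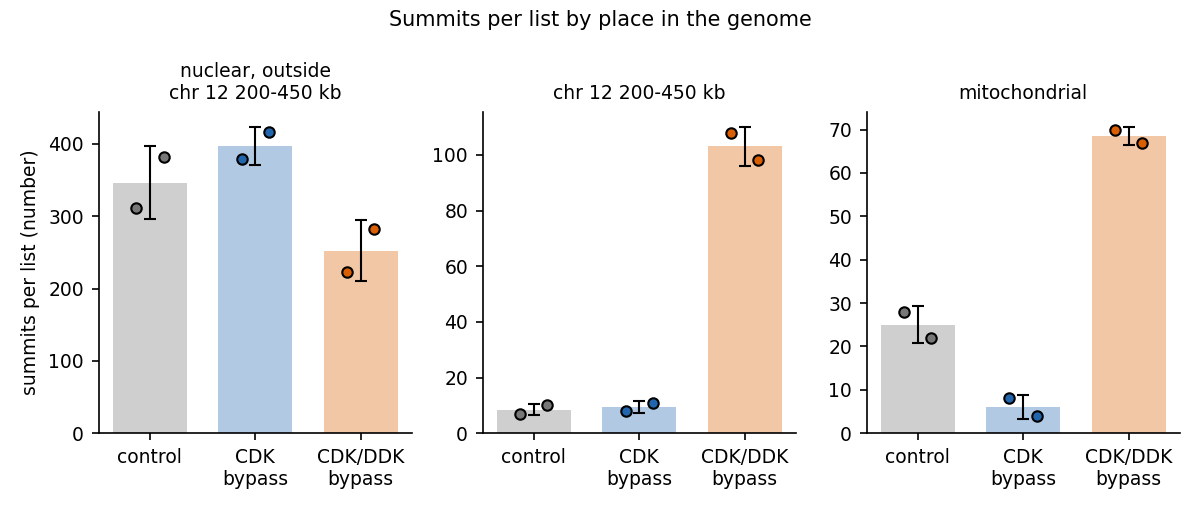
Number of summits per list on nuclear chromosomes outside 200 to 450 kb of chromosome 12 (left), within that segment (middle) and on mitochondrial DNA (right); bars are means of 2 replicates, error bars SD, points single lists. The CDK/DDK bypass lists held 98 and 108 summits in the segment, against 7 to 11 in the other 4 lists.

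**Figure D2:**
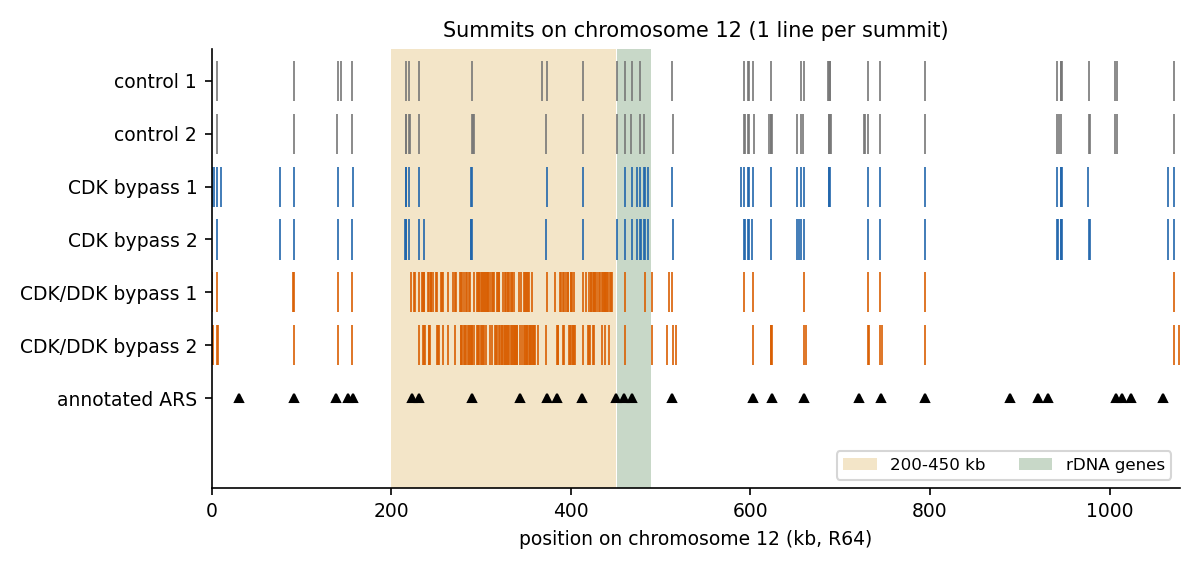
Positions of all summits on chromosome 12 (x axis, kb on R64) in each of the 6 lists, with 1 vertical line per summit, annotated ARS features as triangles, the segment from 200 to 450 kb and the rDNA genes shaded. Summits in the segment are dense in both CDK/DDK bypass lists, at a median spacing of 1.51 and 1.18 kb.

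To determine if the same sites were labeled in S phase with and without prior G1 replication, summits were widened by 5 kb on each side and lists were compared in pairs. Concordance was the percent of the summits of both lists whose window overlapped a window of the other list by at least 1 bp. Windows of this width covered 16.2% to 22.4% of the nuclear genome, so unrelated lists overlap often. This chance level was measured by rotating 1 list along each chromosome 1000 times.

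Concordance of CDK bypass with control was 95.8% ± 0.454 (SD over the 4 pairs of lists), against a chance level of 37.8% with a central 95% of 31.6% to 45.2% (p = 0.001 by rotation, the smallest that 1000 rotations can give). Between replicates it was 98.5% in control and 97.7% in CDK bypass. The mean of these within-group pairs was 2.26 percentage points above the 4 pairs between the groups. This was the largest of the 3 ways to split the 4 samples into pairs, where the smallest possible p is 0.333 (exact one-sided permutation test, p = 0.333). With windows of 1 kb, concordance was 81.9% against a chance level of 10.5%, the setting that moved it most.

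Concordance of CDK/DDK bypass with control was 72.4% ± 3.23 over 4 pairs, against a chance level of 35.0% (central 95%, 28.9% to 41.2%, p = 0.001 by rotation). With CDK bypass it was 74.7% ± 3.11 against 35.4% (p = 0.001 by rotation). The 3 rotation tests had adjusted p-values of 0.001. Concordance between the CDK/DDK bypass replicates was 95.1%. Within-group concordance exceeded the concordance of CDK/DDK bypass with control by 24.3 percentage points (exact one-sided permutation test over 3 splits, p = 0.333, the smallest possible). Without the chromosome 12 segment, concordance with control was 79.7%, and within-group pairs remained 16.1 percentage points above it. Over all 3 groups, the within-group pairs stood 16.1 percentage points above the 12 pairs between groups, the largest value among the 15 ways to split the 6 samples into pairs (exact one-sided permutation test, p = 0.0667, adjusted p = 0.2 over the 3 tests of this kind). This is the smallest p that the design allows.

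**Figure D3:**
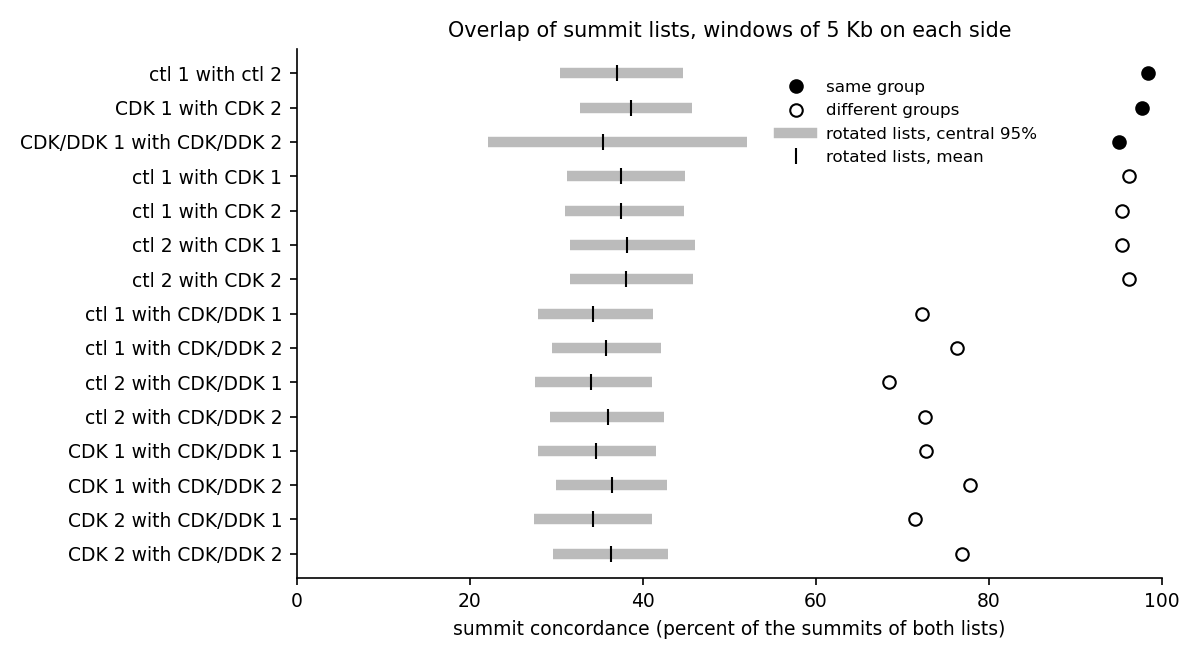
Summit concordance (x axis, percent of the summits of both lists) for each of the 15 pairs of lists, with filled points for replicates of a group, open points for lists of different groups, and gray bars for the central 95% of 1000 rotations with their mean as a tick; ctl is control, CDK is CDK bypass and CDK/DDK is CDK/DDK bypass. Pairs of control with CDK bypass lie between 95.4% and 96.2%, and pairs of control with CDK/DDK bypass between 68.5% and 76.4%.

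The direction of the overlap was examined next. Of the control summits, 69.8% had a window that overlapped a window of a CDK/DDK bypass list (mean of 4 pairs). Of the CDK/DDK bypass summits, 75.3% had a window that overlapped a window of a control list. The corresponding values for control with CDK bypass were 95.8% and 95.7%. The 75.3% includes the 108 and 98 CDK/DDK bypass summits of the chromosome 12 segment. The directions were not taken apart without that segment, so these values do not show how even the overlap was elsewhere.

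Windows of all 6 lists were merged into 218 regions with a median length of 13.1 kb. Of these, 146 (67.0%) were called in all 6 lists and 8 in a single list. An annotated autonomously replicating sequence (ARS), the element at which yeast origins lie, was present in 175 of the 218 regions and in 131 of the 146. Regions called in both control lists and in no CDK bypass list numbered 6, and 6 were called in both CDK bypass lists and in no control list. The 2 other splits of these 4 samples gave 0 to 2 such regions. Regions called in both control lists and in no CDK/DDK bypass list numbered 32, and 5 were called in both CDK/DDK bypass lists and in no control list, where the other splits gave 0 to 1. The counts of 32 and 5 were the same without the chromosome 12 segment. Of the 193 regions called in both control lists, 16.6% were thus absent from both CDK/DDK bypass lists and 3.11% from both CDK bypass lists. With windows of 1 kb, the 32 regions became 73, the largest change for this count.

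To relate the summits to known origins, the distance to the 352 annotated ARS features was measured. Summits within 2.5 kb of an ARS made up 55.5% ± 5.59 of the control lists, 50.4% ± 1.77 of the CDK bypass lists and 56.5% ± 1.26 of the CDK/DDK bypass lists (n = 2 each). Rotated lists gave 14.5% to 14.9%, and every one of the 6 lists exceeded all of its rotations (p = 0.001 each by rotation). CDK bypass differed from control by -5.05 percentage points (exact two-sided permutation test, p = 0.667) and CDK/DDK bypass by 0.996 (exact permutation p = 1), with adjusted p-values of 1 over these 2 tests. The latter difference changed sign when control replicate 2 was left out (-2.96) and moved most without the chromosome 12 segment. Without that segment, 75.8% ± 3.84 of the CDK/DDK bypass summits lay near an ARS, against 55.1% ± 5.74 in control, a difference of 20.7 percentage points (exact permutation p = 0.333, the smallest possible).

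**Figure D4:**
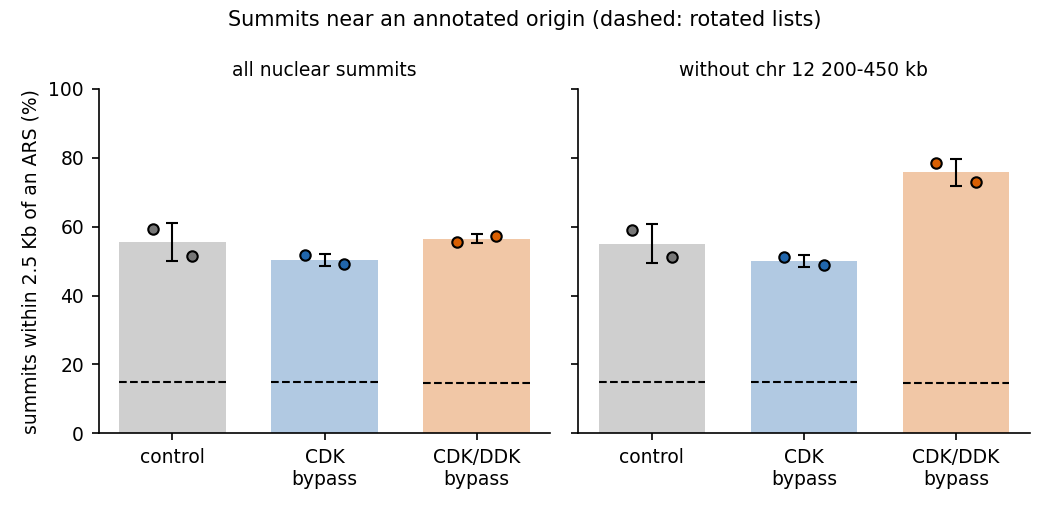
Percent of nuclear summits within 2.5 kb of an annotated ARS for all nuclear summits (left) and without 200 to 450 kb of chromosome 12 (right); bars are means of 2 replicates, error bars SD, points single lists, and dashed lines the mean of 1000 rotations. Without the segment, CDK/DDK bypass stands at 75.8% and control at 55.1%.

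Individual regions were named by a rule fixed beforehand, with coordinates on the R64 (sacCer3) build. Among regions called in all 6 lists, the highest mean score percentile was 99.7 ± 0.833 (n = 6 lists) for chromosome 12 from 210298 to 495199. This region was 285 kb long because the dense CDK/DDK bypass summits joined neighboring windows, and it held 10 ARS features and the rDNA. Its highest summit lay at 468116 in control replicate 1, at 468114 and 468113 in the CDK bypass lists, and at 459802 and 459796 in the CDK/DDK bypass lists, 12 to 15 bp from an ARS of the rDNA in the former 3 lists and 705 and 699 bp from another in the CDK/DDK bypass lists. In control replicate 2 it lay at 230705, 474 bp from ARS1211. Both ARS features of the rDNA lie in repeated units and hold the same consensus match, TTTTACATTTT. The lists do not tell which unit the reads came from, so they do not show that different rDNA origins were used. The study left rDNA reads out when it computed coverage.

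The next region was chromosome 3 from 68644 to 94719, with a mean percentile of 98.4 ± 1.66 and a single ARS, ARS306, at 74458 to 74677. Its highest summits lay 613 and 814 bp from ARS306 in control, 620 and 619 bp in CDK bypass, and 46 and 624 bp in CDK/DDK bypass. All but the one 46 bp away were inside the HBN1 gene. The ARS holds an exact match to the 11 bp ARS consensus WTTTAYRTTTW, ATTTATATTTA, at 74521 to 74531 on the plus strand. The remaining region was chromosome 10 from 600639 to 617943, with a mean percentile of 98.4 ± 1.15. It held ARS1019 at 612846 to 613278, and the highest summit of all 6 lists lay inside this feature, from 612922 to 612943. ARS1019 held no exact match to the consensus.

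Regions called in both control lists and in no bypass list numbered 6, and the 3 with the highest score percentiles lay near chromosome ends. The first was chromosome 14 from 779190 to 784333 (percentile 52.1 ± 2.31, n = 2), which overlaps COS10 and PAU6 and no ARS. The others were chromosome 2 from 797875 to 807881 (50.2 ± 8.33), with its summits inside MAL31 and no ARS in the region, and chromosome 3 from 1 to 5215 (43.6 ± 6.83), which holds ARS300. Only 1 region was called in all 4 bypass lists and in no control list, chromosome 4 from 207091 to 218642. It holds ARS409 at 212519 to 212618, with a consensus match TTTTATATTTT at 212580 to 212590 on the minus strand. The highest summits lay 451 and 411 bp from ARS409 in CDK bypass and 0 and 413 bp in CDK/DDK bypass. They reached low to middle ranks within their lists (percentile 40.7 ± 16.1, n = 4).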

Values the study reported

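The study called the peaks of these samples at a q value of 0.1 and extended summits by 5 Kb to either side before counting overlaps. For its estimate of fork numbers it took budding yeast to have about 400 origins and assumed that 40% of them, or 160, were active in early S-phase.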

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

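The tests of sequencing depth and of rank on mitochondrial summits, the raw scores of missing regions, and the limits of the chromosome 12 segment, were chosen after the results were seen.

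Mitochondrial summits, which entered no main comparison of the report, were more numerous in CDK/DDK bypass lists (mean 68.5, with 70 and 67) than in either control list (28 and 22). CDK bypass lists moved the other way, with 8 and 4. The difference between the bypass groups was 62.5 summits (exact two-sided permutation test, p = 0.333, the smallest possible for 2 against 2). Deeper sequencing of the CDK/DDK bypass samples would raise nuclear calls too, but outside the chromosome 12 segment these lists held fewer nuclear summits than control, by a mean difference of -94. Depth alone is therefore argued against. Mitochondrial summits also ranked higher within the CDK/DDK bypass lists, with a median score percentile 33.3 points above that in control (73.3 against 40.0). The CDK bypass lists, with the fewest mitochondrial summits, ranked them above control as well (60.0), so the rank did not follow the number of summits. Part of the higher rank in CDK/DDK bypass comes from the chromosome 12 segment. Its 99 and 86 summits away from an ARS scored at most 21.3 and 15.9, below the mitochondrial medians of 89.6 and 48.6. The rank was not taken without them. A smaller nuclear share of the EdU-labeled DNA, or more synthesis on mitochondrial DNA, could each raise the rank as well. These cannot be told apart, since the lists hold no read numbers.

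For nuclear summits outside the chromosome 12 segment, both CDK bypass lists (379 and 416) lay above the control mean of 346.5 and both CDK/DDK bypass lists (223 and 282) below it. The CDK bypass lists overlapped the control lists (311 and 382; exact permutation p = 0.667), while both CDK/DDK bypass lists were below both control lists. The difference between the bypass groups was -145 (exact permutation p = 0.333, the smallest possible). One technical reading is that a broad site yields several summits in one list and a single summit in another. With 1 summit per 5 kb outside the segment, CDK/DDK bypass still differed from control by -68, with 170 and 195 summits against 248 and 253, so this was not the whole cause. The CDK bypass lists, with 275 and 278, then lay above both control lists. Lower sensitivity of the CDK/DDK bypass lists may contribute and remains open. The control regions missing from them ranked low in control (median percentile 39.7, against 74.7 for the regions kept). Their median scores of 21.8 and 34.5 were well above the limit of the control lists. That limit does not bear on the sensitivity of the CDK/DDK bypass lists. At ARS306 the highest scores were 341 and 469 in CDK/DDK bypass, against 2440 and 3391 in control. At ARS1019 they were 467 and 530, against 2374 and 2809. In the rDNA, 3308 and 4038 lay between the control values of 975 and 8330. The highest score of control replicate 2 in the named chromosome 12 region, 2923, lay near ARS1211 and not in the rDNA. Outside the rDNA, the highest scores were 866 and 949 in CDK/DDK bypass, against 2522 and 3391 in control.

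The percent of summits near an annotated origin was the remaining such case. Both CDK bypass lists (51.7% and 49.2%) lay below the control mean of 55.5% and both CDK/DDK bypass lists (55.6% and 57.4%) above it. The CDK/DDK bypass lists were within the SD of the control lists (5.59) of that mean, as was CDK bypass replicate 1, and CDK bypass replicate 2 was not. The bypass groups differed by 6.05 percentage points (exact permutation p = 0.333, the smallest possible). With 1 summit per 5 kb the difference was 12.4 percentage points. This setting also thins the CDK/DDK bypass summits of the chromosome 12 segment, which lie mostly away from an ARS at a median spacing of 1.51 and 1.18 kb. It therefore cannot decide whether several summits per site contribute. In that setting the groups did not overlap. Control lists stood at 65.7% and 64.7%, CDK bypass lists at 61.5% and 60.1%, and CDK/DDK bypass lists at 74.5% and 72.0%. The differences from control were -4.43 points for CDK bypass and 8.01 points for CDK/DDK bypass. A list with fewer weak calls could also hold a larger share of summits at origins. With lists of equal length, the difference between the bypass groups was 4.4 points, smaller but of the same sign. CDK bypass then differed from control by -0.786 points and CDK/DDK bypass by 3.62 points. List length may thus contribute to the difference of CDK bypass from control. For CDK/DDK bypass this setting cannot decide it, because the chromosome 12 segment was kept. These lists hold at most 223 and 282 summits outside the segment, so they were not equal in length there. The difference between the bypass groups was 25.8 points without the chromosome 12 segment, and it changed sign with mitochondrial DNA included (-2.35). A biological difference between the strains, here and for the summit numbers, stays open and was not tested apart from these.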

How the results depend on the processing

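Across the alternatives other than the pairing by replicate number, concordance stayed above its chance level and ranged from 81.9% to 95.8% for CDK bypass with control, from 55.1% to 80.6% for CDK/DDK bypass with control and from 53.0% to 81.9% for CDK/DDK bypass with CDK bypass. Within-group concordance was above between-group concordance in each of these settings. Tests on 2 samples against 2 could not pass 0.05 in any setting, so their p-values say nothing about stability.

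Summits per sample of CDK/DDK bypass against control, 0.5 in the report, changed sign with a score of at least 2 (-2), with 1 summit per 5 kb (-43.5) and without the chromosome 12 segment (-94). The last removes the CDK/DDK bypass summits crowded there by construction. Taking 1 summit per 5 kb thins the same summits. Outside the segment it moved the difference the other way, from -94 to -68, so that change of sign came from the segment. The cause was not tested for the score limit. Against CDK bypass, the difference of -51.5 became 11 with mitochondrial DNA included, because CDK/DDK bypass lists hold more summits there. The percent near an origin of CDK/DDK bypass against control became -4.38 with mitochondrial DNA included, where no ARS is annotated. Equal list lengths gave no value for summits per sample, which are then equal by construction.

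Counts of group-specific regions depended on the window. With windows of 1 kb, the 6 regions in both control and no CDK bypass list became 11, the 6 in both CDK bypass and no control list became 29, the 32 in both control and no CDK/DDK bypass list became 73, and the 5 in both CDK/DDK bypass and no control list became 33, and the cause was not tested. With windows of 2.5 kb, or an overlap of 50%, the CDK bypass count was 14 and the CDK/DDK bypass count was 8. With equal list lengths the CDK bypass count was 3. The rank correlation of CDK bypass with control, 0.975 with windows of 5 kb, became 0.962 at 1 kb and 0.968 at 2.5 kb. For CDK/DDK bypass, 0.871 became 0.854 at 1 kb, 0.821 at 2.5 kb and 0.848 with mitochondrial DNA included. The cause of these changes was not tested.

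Leaving out 1 sample at a time changed the sign of 2 differences of CDK/DDK bypass from control, which ranged from -36.5 to 37.5 for summits per sample and from -2.96 to 4.95 for the percent near an origin. The differences in summits per sample kept their sign but ranged from 15 to 89 for CDK bypass against control and from -76 to -27 for CDK/DDK bypass against CDK bypass, and the percent near an origin of CDK bypass against control ranged from -9.0 to -1.10. The within-group excess for CDK/DDK bypass with control ranged from 20.8 to 28.1 percentage points. Regions in both CDK bypass and no control list ranged from 6 to 11, and those in both CDK/DDK bypass and no control list from 5 to 10, since 1 list is easier to satisfy than 2.

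Replicates carry the numbers 1 and 2 in every group, but the labels give no shared batch. Deviations of same-numbered samples from their group means, over the 218 regions, correlated at 0.376 between control and CDK bypass, at -0.0117 between control and CDK/DDK bypass and at -0.00121 between the bypass groups, so same-numbered samples deviated together in control and CDK bypass and not in the other pairs of groups. The numbers were therefore not taken to pair the samples, and a batch common to control and CDK bypass is not excluded. Treating it as a replicate block left the differences in group means as they were (52, 0.5 and -51.5 summits). It gave concordances of 96.2%, 72.5% and 74.8% and a within-group excess of 15.9 percentage points over all groups, and it changed no direction.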

Other observations

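The tests on chromosome 12 other than the one on annotated origins, and those on chromosome ends, on the score limit, on the replicate numbers and on the raw scores of missing regions, were chosen after the results were seen.

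The densest feature of the lists was the stretch of chromosome 12 between 200 and 450 kb in CDK/DDK bypass. Its summits ran from 221621 to 445495 in replicate 1 and from 230695 to 442537 in replicate 2, ending just before the rDNA, whose genes start at 451575. They reached 43.2 and 39.2 summits per 100 kb, which is 22.9 and 16.4 times the density elsewhere in the same lists. In 50 kb bins, 5 bins of replicate 1 and 4 of replicate 2 held at least 10 summits. All of these lay in this stretch, and no bin of the other 4 lists reached 10. A single aberrant sample is argued against, as the lower of both counts was 98. Repeats or poorly mapping sequence common to the strains are argued against as well, since the density ratio in the other 4 lists was at most 1.25. Marginal calls over the whole genome would lengthen the lists elsewhere, where they were shorter by a mean difference of -94. Signal spreading from the rDNA to both sides would raise the other side, which held 3.8 summits per 100 kb on average (2.8 and 4.8). This was above the density outside the stretch in the same lists (1.89 and 2.39). It was not above the other side in the other lists, with 5.2 and 8.0 in control and 5.6 and 4.8 in CDK bypass.

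Most summits of the stretch were not at annotated origins. Only 10.3% on average (8.33% and 12.2%) lay within 2.5 kb of one of its 7 ARS features, where rotation within the stretch gave 14.8% and 14.9%. Close firing of annotated origins is thus argued against. The 99 and 86 summits away from an ARS ranked low, at a median score percentile of 30.8 and 22.4 within their lists. Their median scores were 5.44 and 4.56, with a mean of 5.00. A broad, low rise of EdU-labeled over total DNA may underlie this. Extra copies of the segment in this strain, or extended synthesis across it after G1 replication, are candidate explanations that cannot be told apart, because this needs the reads of total DNA, which were not analysed here. Total DNA served as background in calling, so copies present before labeling would be offset at least in part.

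Regions missing from a group ranked low in the group that had them. The 32 regions of both control lists that no CDK/DDK bypass list called had a median score percentile of 39.7 in control, against 74.7 for the 161 regions kept (random sets of 32 gave 60.5 to 78.6). For the 6 missing from CDK bypass it was 36.2 against 70.8, and for the 6 CDK bypass regions missing from control it was 18.6 against 74.9. For the control regions, low rank was not closeness to the limit of the control lists. The regions missing from CDK/DDK bypass had median scores of 21.8 and 34.5 in the control lists and none below 4.97, where the lowest nuclear scores were 1.72 and 1.88. Those missing from CDK bypass had median scores of 36.9 and 16.4. The CDK bypass regions missing from control lay closer to the limit, with median scores of 5.12 and 5.61 where the lowest scores were 1.47 and 1.31. Signal that stayed under the limit of the other lists and sites that were used less cannot be told apart, since the lists hold no signal below their limit.

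Of the 6 regions of both control lists that no bypass list called, 4 lay within 25 kb of a chromosome end, against 21 of all 193 regions of both control lists (one-sided Fisher's exact test, p = 0.00138). The test was chosen after these regions had been seen, so its p-value is only descriptive. The 32 regions of both control lists missing from CDK/DDK bypass include these 6 but no further region within 25 kb of an end. The concentration at ends thus holds only for the 6 regions missing from every bypass list. Their loss may reflect a sequence or copy number difference between the strains at these ends as well as less replication there. The lists hold nothing to separate these readings.

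The lists held 0 summits with a q-value between 0.05 and 0.1, while 8 had a q-value between 0.025 and 0.05. Lists limited to a q value of 0.05 are a candidate explanation, in place of the limit of 0.1 stated in the methods.

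Replicate 2 had the longer nuclear list in all 3 groups. A batch or depth shared by the replicate number could give this in 3 of 3 groups, and so could chance. These cannot be told apart, since the lists hold no read numbers.

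The highest rDNA summit ranked first among nuclear summits in 5 of the 6 lists and at rank 84 in control replicate 2.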
